A study of Danio rerio with 13 samples. Its data were reported in "Systems Analysis Reveals Ageing-Related Perturbations in Retinoids and Sex Hormones in Alzheimer’s and Parkinson’s Diseases" (2021).

How the data were processed

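Gene expression was measured by RNA sequencing in muscle of male zebrafish (Danio rerio) of the AB strain at 3 months of age. The 13 samples were 5 wild types, 5 fish with 1 mutant allele of tert (tert+/-) and 3 fish with both alleles mutant (tert-/-), as the strain label of each sample gives them. The gene tert encodes the catalytic subunit of telomerase, and the mutation is a nonsense change. RNA was turned into libraries with Illumina's TruSeq RNA kit. Each sample was named by its genotype and a number given in the order of the sample records. That number is only a name. Whether the fish were siblings is not given in the sources used here.

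The authors deposited a table of counts of reads per gene and a table of RPKM values. Per the submitters' processing notes, reads were demultiplexed with bcl2fastq 1.8.4, aligned with STAR 2.4.1d to the GRCz10 genome and counted with featureCounts 1.4.6-p4. The annotation release, the strand setting and the treatment of reads that match several places are not given in the sources used here. Reads of overlapping and antisense genes and of near-identical paralogs can therefore not be told apart. The deposited counts are whole numbers that were not normalized. They cover 32105 genes, of which 26269 (81.8%) were paired with a gene symbol, 4144 shared their symbol with another identifier and 5049 had no count in any sample. Paralogs that share a symbol, such as the pairs named PRRX1, RBP2 and CYP11A1, were kept as separate genes by their identifier and are uncertain where reads could be split between them. The deposited RPKM values were calculated by the authors from the same counts, with a fixed length per gene. The length implied by each pair of count and RPKM was checked over 2227 genes with at least 200 counts in every sample. With each sample's own total count, the implied length varied between samples with a median coefficient of variation (CV) of 65.2%. With the 13 totals applied in turn down the table, the highest CV was 0.0541%. If the totals were applied in this way, only 7.69% of the RPKM values were divided by the total of their own sample. The RPKM values therefore served only in alternatives.

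The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts. All 13 samples entered 1 fit with a mean per genotype, factors from the trimmed mean of M-values (TMM) and the default expression filter with the genotypes, which kept 19407 genes. Contrasts compared tert-/- with wild type, tert+/- with wild type and tert-/- with tert+/-. A separate fit took the number of mutant alleles as a linear term. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Levels are given as CPM, counts scaled to library totals, with TMM factors in comparisons and as plain CPM of single libraries. Log2 fold changes carry the standard error (SE) of the fit.

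Gene lists fixed before the data were examined numbered 40 and covered pathways, cell types of muscle and neighbouring tissues, and other organs. They were tested two-sided with camera (limma 3.58.1), a competitive test, with its preset correlation of 0.01 and again with a correlation estimated from the data. Benjamini-Hochberg adjustment was over the 40 lists. The median estimated correlation between members lay at 0.270, 0.271 and 0.269 in the 3 comparisons in the order above. The mean log2 CPM of each list was compared between genotypes with two-sided exact permutation tests in R. Shares of counts, total counts and the number of genes detected were compared in the same way, adjusted over 15 tests. Shares in single libraries have 95% Wilson intervals (scipy 1.17.1), which cover counting error only. The haemoglobin share rests on 9 genes with a symbol.

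Genes were named by a rule. It takes tert in each comparison, and up to 10 called genes per direction with a gene symbol, a mean of at least 1 CPM in the higher group and no overlap between groups. Where fewer than 5 genes passed in a direction, the genes of smallest p with such a symbol and level were added up to 5, here without the condition on overlap. A list called by camera gives its 2 members of smallest p, and retinoid metabolism always gives 2. Other genes in the text come from the same lists or are said to be chosen after their values were seen.

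Alternatives were DESeq2 1.42.0, limma-voom with sample quality weights, robust edgeR dispersion, limma on the log2 of the RPKM values plus a pseudocount of 0.5, 0.1 or 1, other normalization factors, other expression filters, other thresholds, fits of the compared genotypes alone, 1 surrogate variable (sva 3.50.0) and leaving out each sample. Fits without 3 libraries that held testis transcripts, with the level of the testis list as a covariate and with RPKM values recalculated from each sample's own total were added after the data were seen. A test of called genes on the chromosome of tert was planned. It was not run, because no gene was called and no annotation of the build was used here. The change shared by both mutant genotypes was set against 100 simulations of unchanged groups compared with the same wild types.

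Each test was tested on simulated counts drawn from the means, library sizes and spread of the real samples. Genes were simulated independently, and changed genes were drawn only from those with a mean of at least 1 CPM. The shares recovered therefore do not cover genes of lower level. With all 13 libraries, edgeR recovered 65.2% of genes changed 8-fold and 25.4% of genes changed 4-fold in tert-/- against wild type. In tert+/- against wild type it recovered 87.9% and 61.2%, and in tert-/- against tert+/- 74.2% and 35.8%. Of genes changed 2-fold, it recovered 2.99%, 5.97% and 0%. DESeq2 called between 49 and 57 unchanged genes in these 3 simulations, and edgeR between 3 and 5. Total counts, given in the unit M of the CPM scale, ran from 10.6 to 47.5 per library.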

Results

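RNA sequencing of male zebrafish muscle gave 13 libraries, 5 from wild types, 5 from tert+/- fish and 3 from tert-/- fish. The comparisons asked whether loss of 1 or both copies of the telomerase gene changes muscle expression at 3 months, since the study used these mutants as a graded model of ageing and compared tissues. Total counts (M) were 36.15, 37.0, 34.9, 41.1 and 10.6 in wild type replicates 1 to 5. They were 14.9, 36.4, 27.7, 47.5 and 36.7 in tert+/- replicates 1 to 5, and 29.1, 43.7 and 44.1 in tert-/- replicates 1 to 3. The highest total was 4.49 times the lowest. The 3 most counted genes were those of fast muscle. The actin gene actc1b held a mean of 9.11% of counts (5.26% to 10.7% over the libraries), the myosin heavy chain gene myhc4 5.89% and the myosin light chain gene MYL11 4.88%. The mitochondrially encoded gene MT-CO1 (3.22%) and nme2b.2 (3.04%) came next. The parvalbumin genes pvalb4, pvalb2 and pvalb3, whose proteins buffer calcium, held 2.84%, 2.73% and 2.45%. No pair of libraries within a genotype held identical counts.

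The transcript of the mutated gene, TERT in the files (ENSDARG00000042637), was counted in every library. Its mean level was 6.55 ± 1.92 CPM in wild type (SD, n = 5), 6.64 ± 0.772 CPM in tert+/- (SD, n = 5) and 3.85 ± 2.01 CPM in tert-/- (SD, n = 3). The tert-/- libraries held 2.02, 3.53 and 5.996 CPM, from 135, 142 and 204 counts. The value of tert-/- replicate 3 lay inside the wild type range of 4.90 to 9.73 CPM. On plain CPM, without TMM factors, they held 4.63, 3.25 and 4.62, so that replicates 1 and 3 lay inside the wild type range of 4.30 to 7.80. The log2 fold change was −0.77 (SE 0.34) in tert-/- against wild type, 0.02 (SE 0.28) in tert+/- against wild type and −0.79 (SE 0.34) in tert-/- against tert+/-. With edgeR's quasi-likelihood test these had adjusted p = 0.992, 1 and 1 over all genes tested. Without tert-/- replicate 1 the value against wild type was −0.41, and without tert-/- replicate 3 it was −1.25. It was −0.39 without the 3 libraries described next, and −0.39 against tert+/-. A nonsense allele still gives countable RNA, so these levels check the genotype labels only in part.

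**Figure D1:**
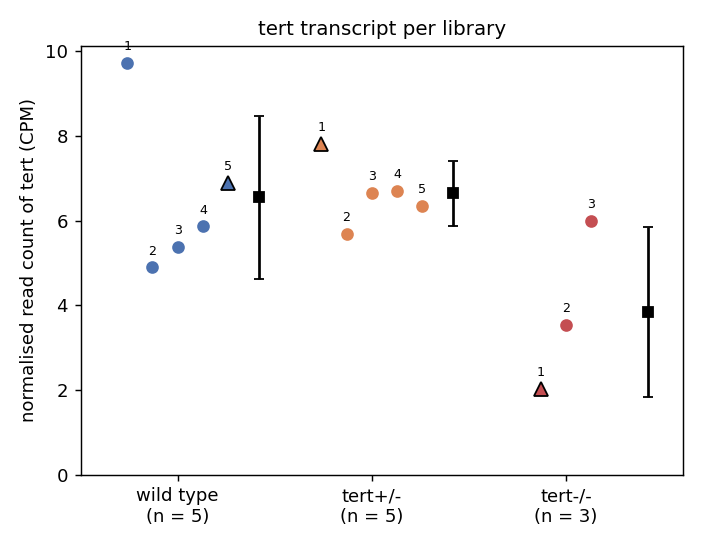
Normalised read count of tert (CPM, vertical axis) in each library, grouped by genotype on the horizontal axis. Numbers name the replicate, black squares and bars are the mean and SD per genotype, and triangles mark the 3 libraries with testis transcripts. The tert-/- libraries sit at 2.02, 3.53 and 5.996 CPM, and the highest of them lies within the wild type range.

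In 3 libraries, 1 of each genotype, genes of testis and germ line stood far above the other 10 libraries. These were wild type replicate 5, tert+/- replicate 1 and tert-/- replicate 1, and in all 3 of them each of the 24 tested members of the testis list exceeded every other library. PIWIL1, which guards germ cells against transposons, reached 126, 201 and 571 CPM in these libraries in the order given, against at most 4.09 CPM elsewhere. The germ cell helicase gene DDX4 reached 116, 180 and 426 CPM (at most 3.71 elsewhere) and the meiotic chromosome gene SYCP3 reached 42.3, 150 and 145 CPM (at most 1.68). Genes of the somatic testis were high as well, with insl3 of Leydig cells at 29.2, 28.9 and 170 CPM (at most 4.2 elsewhere) and amh of Sertoli cells at 13.5, 20.6 and 30.5 CPM (at most 1.17). The testis list held 0.0697% of counts in wild type replicate 5 (95% Wilson interval 0.0681% to 0.0713%), 0.188% in tert+/- replicate 1 (0.186% to 0.190%) and 0.325% in tert-/- replicate 1 (0.323% to 0.327%), against at most 0.00557% in the other 10. Of its 24 members, 3 had a median of at least 1 CPM in the other 10 libraries, and no member was held by another list.

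Genes outside the testis list followed the same libraries, by an extent that depends on the scaling. On plain CPM, 6257 of 19407 tested genes (32.2%) lay above all other 10 libraries in all 3 and 43 (0.222%) below. With TMM factors, which were 1.07, 2.03 and 2.30 in the 3 libraries and 0.771 to 0.922 in the others, 3366 (17.3%) lay above and 2043 (10.5%) below. Chance gives 0.35% in each direction for 3 libraries fixed in advance. These 3 were singled out from the same data, so that share is no test of them. All 24 testis list members lay above on both scales. So did 41 of 45 cell cycle genes, while the counts on plain CPM and with TMM factors were 43 and 33 of 47 for DNA damage response and repair and 15 and 7 of 28 for telomere maintenance. The telomere repeat binding gene terf1 was at 1.98, 6.63 and 9.99 CPM in the 3 libraries in the order above and at most at 0.409 CPM elsewhere. The helicase gene RUVBL2 was at 18.3, 69.5 and 99.6 CPM against at most 8.61. Of genes for sex steroids, 11 of 33 lay above, and 7 with TMM factors. They included CYP17A1, which makes androgen precursors, at 11, 10.2 and 53.2 CPM (at most 0.736 elsewhere) and STAR, which brings cholesterol into mitochondria, at 20.4, 17.5 and 68.6 CPM (at most 4.71). Of retinoid metabolism genes, 11 of 48 lay above on plain CPM, while with TMM factors 6 lay above and 6 below. Above on both scales were the retinoic acid degrading enzyme gene CYP26A1 at 2.27, 3.62 and 9.16 CPM (at most 0.917) and the retinol esterifying enzyme gene LRAT at 5.01, 9.05 and 17.0 CPM (at most 1.39). Of phototransduction genes, 11 of 18 lay above, and 8 with TMM factors. No gene of the fibroblast, endothelial or skin lists lay above on either scale. With TMM factors 11 of 29 fibroblast and tenocyte and 14 of 36 endothelial and mural genes lay below in all 3. So did 18 of 62 extracellular matrix, 12 of 33 fast muscle fibre and 26 of 94 oxidative phosphorylation genes. On plain CPM the counts below were 0, 0, 1, 4 and 1 in the same order. Fast muscle fibre genes held 39.5% of counts in wild type replicate 5 (95% Wilson interval 39.5% to 39.6%), 26.0% in tert+/- replicate 1 (25.9% to 26.0%) and 35.0% in tert-/- replicate 1 (35.0% to 35.0%), against 40.8% to 47.6% (median 44.1%) in the other 10.

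**Figure D2:**
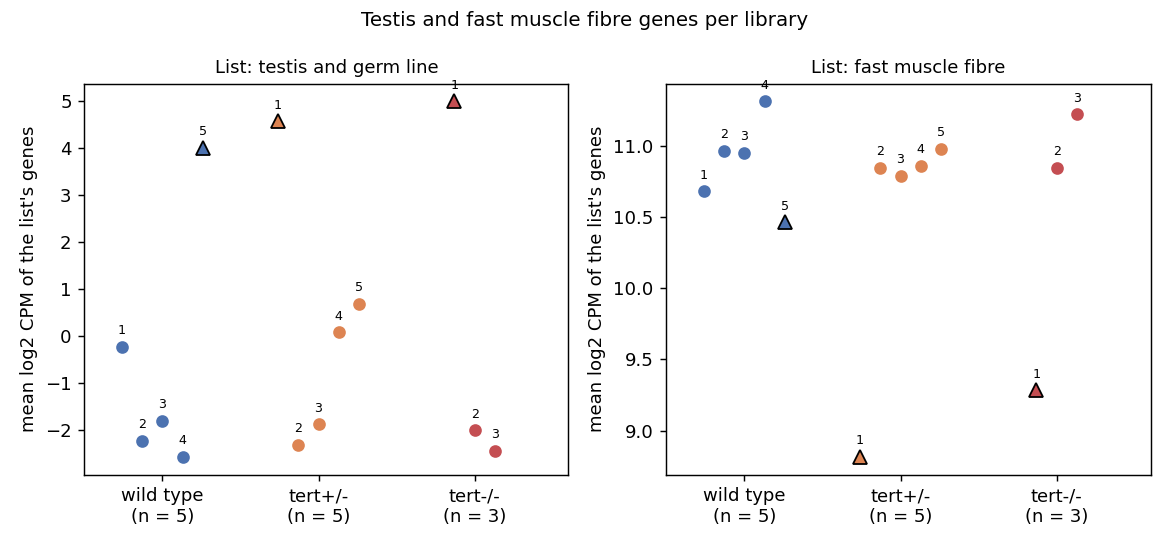
Mean log2 CPM of the testis and germ line list (left) and of the fast muscle fibre list (right) in each library, grouped by genotype. Numbers name the replicate and triangles mark the 3 libraries named in the text, which sit between 4.01 and 4.99 for the testis list, where the other 10 reach at most 0.68.

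**Figure D3:**
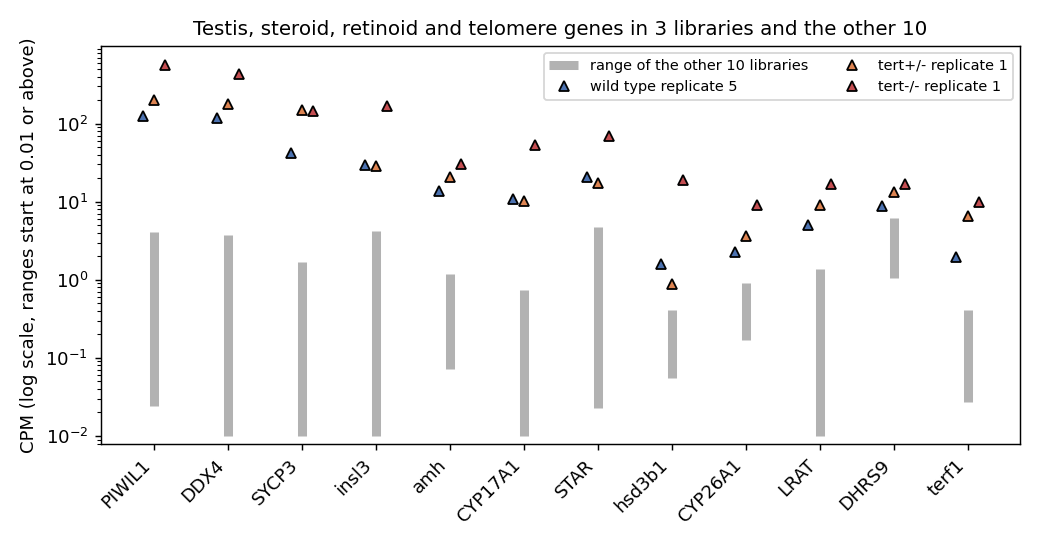
Plain CPM on a log scale of testis, steroid, retinoid and telomere genes. Triangles are wild type replicate 5, tert+/- replicate 1 and tert-/- replicate 1, and grey bars are the range of the other 10 libraries, drawn from 0.01 CPM where the lowest is 0. Each of the 12 genes lies above the bar in all 3, which for DHRS9 and hsd3b1 holds on plain CPM and not with TMM factors. The 12 were taken from genes that do so, so their position is no test of their lists. On plain CPM 11 of 33 sex steroid, 11 of 48 retinoid metabolism and 15 of 28 telomere maintenance genes lay above, against 32.2% of all tested genes.

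The spread between libraries was set largely by these 3. The first principal component took 55.1% of the variance, and correlations of log2 CPM were 0.887 to 0.924 among the 3, 0.926 to 0.974 among the other 10 and 0.747 to 0.869 between both sets. The common dispersion of edgeR was 0.409 with all 13 libraries and 0.140 without the 3, a coefficient of variation of 63.9% and 37.4%. Each count of genes and lists below is therefore given also without these 3 libraries, a setting chosen after the data were seen.

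In tert-/- against wild type, the question was what complete loss of telomerase changes in muscle. The glutamine transporter gene SLC38A3 had the smallest p among genes with lower values, at 32.5 ± 10.9 CPM in tert-/- (SD, n = 3) and 75.9 ± 15.5 CPM in wild type (SD, n = 5), a log2 fold change of −1.23 (SE 0.31). Other genes of smallest p with lower values were the retinoid X receptor gene RXRA (−1.68, SE 0.48), the growth factor receptor adaptor gene GRB10 (−2.1, SE 0.60), the lysosomal transporter gene SLC15A4 (−1.20, SE 0.34) and tmem176l.3a (−1.61, SE 0.45). On the higher side, GALK2, a sugar kinase gene, was at 1.27 ± 0.745 CPM in tert-/- (SD, n = 3) and 0.271 ± 0.0359 CPM in wild type (SD, n = 5), with a log2 fold change of 2.22 (SE 0.51). The tubulin gene tuba1b (0.98, SE 0.30), UTP25 of ribosome assembly (0.85, SE 0.27), the spectrin gene sptbn4a (1.90, SE 0.59) and the chitinase gene chia.1 (7.15, SE 2.04) followed. For chia.1 the tert-/- mean of 2.75 ± 4.59 CPM (SD, n = 3) shows how unevenly these libraries expressed it. The value of sptbn4a was 0.70 without the 3 libraries, and that of GRB10 was −1.37. None of these values passed adjustment.

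By edgeR, 0 of 19407 genes were called, and 496 had an unadjusted p under 0.05 (233 higher and 263 lower), where 970 would arise by chance. The lowest adjusted p was 0.992, and the median SE of a log2 fold change was 0.47. DESeq2 called 1 gene, nlrc8, an immune receptor gene chosen here after its values were seen, which had counts in 6 of 13 libraries and in 0 of the 3 tert-/- libraries, where a count of 0 allows up to 0.103 CPM. Limma-voom called 0. Without the 3 libraries edgeR called 0 genes, with 609 at an unadjusted p under 0.05, and DESeq2 called 0.

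Among gene lists in tert-/- against wild type, those of the cell division and genome upkeep machinery were higher, and those of protein synthesis, skin and retinoic acid receptors lower. Cell cycle genes had positive log2 fold changes in 43 of 45 members (median 1.34, camera adjusted p = 1.48e-11) and DNA damage response and repair genes in 42 of 47 (median 0.64, adjusted p = 5.84e-09). With an estimated correlation both had adjusted p = 0.761, as had each list named below up to fibroblast and tenocyte. Both are lists that lie high in the libraries with testis transcripts. Without these libraries both were higher, with adjusted p = 3.29e-07 and 0.00398, and 0.880 each with an estimated correlation. Cytosolic ribosomal protein genes were negative in 84 of 85 members (median −0.39, adjusted p = 7.32e-18), and this was not kept without the 3 libraries (higher, adjusted p = 0.227). Retinoic acid receptor and cofactor genes were negative in 16 of 16 members (median −0.33, adjusted p = 3.69e-05), led by RXRA and by the nuclear receptor corepressor gene NRIP1, at 8.17 ± 0.909 CPM in tert-/- (SD, n = 3) and 16.7 ± 6.86 CPM in wild type (SD, n = 5). Lower values held also for skin and keratinocyte (34 of 39 members, adjusted p = 8.21e-06), extracellular matrix (54 of 62, 2.88e-05) and fibroblast and tenocyte (27 of 29, 2.88e-05). Of these, skin and keratinocyte was called without the 3 libraries (adjusted p = 2.27e-05), and extracellular matrix (0.265) and fibroblast and tenocyte (0.0526) were not. The remaining lower lists were oxidative phosphorylation (80 of 94 members, adjusted p = 2.77e-04), fast muscle fibre (31 of 33, 3.45e-04), liver (30 of 39, 0.00159), muscle stem cell and regeneration (36 of 39, 0.00310), endothelial and mural (33 of 36, 0.00310), ubiquitin ligases, autophagy and atrophy genes (34 of 46, 0.00512) and bone and cartilage (19 of 29, 0.0143). The remaining higher lists were testis and germ line (24 of 24, adjusted p = 0.00500), exocrine pancreas and gut (17 of 23, 0.00927), cholesterol synthesis (23 of 30, 0.0128), neutrophil (9 of 12, 0.0139) and kidney and interrenal (21 of 25, 0.0147). With an estimated correlation these had adjusted p from 0.761 to 0.807. The cholesterol call was lost without wild type replicate 1 (adjusted p = 0.131), tert-/- replicate 1 (0.676) or tert-/- replicate 3 (0.0949).

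Altogether camera called 19 of 40 lists in tert-/- against wild type (7 higher and 12 lower), and 0 with an estimated correlation. It called 14 without the 3 libraries, and 6 of the 19 were called again in the same direction, namely cell cycle, DNA damage response and repair, skin and keratinocyte, retinoic acid receptors, liver and endothelial and mural. A further 3 were called in the opposite direction, oxidative phosphorylation (now higher, adjusted p = 3.00e-13), testis and germ line (lower, 0.0214) and exocrine pancreas and gut (lower, 0.00511). The lists not called included retinoid metabolism with 15 of 48 members positive and 33 negative (adjusted p = 0.111), phototransduction 7 of 18 positive (0.434), sex steroid metabolism 20 of 33 positive (0.427), telomere maintenance 20 of 28 positive (0.0886), p53 targets 18 of 37 positive (0.865) and senescence and secretory factors 8 of 36 positive (0.111). The retinoid genes of smallest p were RDH14 (log2 fold change −0.58, SE 0.30), a retinol dehydrogenase gene, and RBP2 (ENSDARG00000093774; −1.68, SE 0.89), a retinol binding protein gene. The other 15 lists not called had adjusted p up to 0.936. No list had a member called when p was adjusted over the list alone, nor over all genes tested. Exact permutation tests of the mean level of a list gave p = 0.446 for cell cycle and 0.446 for DNA damage response and repair. They gave 0.304 for ribosomal proteins, 0.321 for skin and keratinocyte and 0.0714 for retinoic acid receptors, each with adjusted p = 1. With 3 against 5 samples no lone list among 120 such tests is able to pass this adjustment, so the adjusted values do not speak against a change.

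In tert+/- against wild type, which asks what loss of 1 copy changes, genes of cholesterol synthesis and uptake had higher values. The receptor gene ldlrb was at 2.87 ± 0.874 CPM in tert+/- (SD, n = 5) and 1.05 ± 0.353 CPM in wild type (SD, n = 5), with a log2 fold change of 1.45 (SE 0.38). SQLE, whose enzyme makes the first oxygenated sterol precursor, was at 2.23 ± 1.59 CPM against 0.723 ± 0.199 CPM (SD, n = 5 each; log2 fold change 1.61, SE 0.45). The receptor gene ldlra had a log2 fold change of 1.04 (SE 0.37) and the sterol isomerase gene EBP one of 0.84 (SE 0.32). Of 30 tested members, 23 had positive log2 fold changes (median 0.34, camera adjusted p = 7.42e-08, and adjusted p = 0.651 with an estimated correlation), and 7 had an unadjusted p under 0.05 by edgeR. The mean log2 CPM of the list was 1.66 ± 0.291 in tert+/- and 1.23 ± 0.188 in wild type (SD, n = 5 each; exact permutation p = 0.0238, adjusted p = 1 over 120 such tests). It was the 1 test of the 120 with an exact p under 0.05. With 5 against 5 samples no lone list among 120 tests is able to pass this adjustment.

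**Figure D4:**
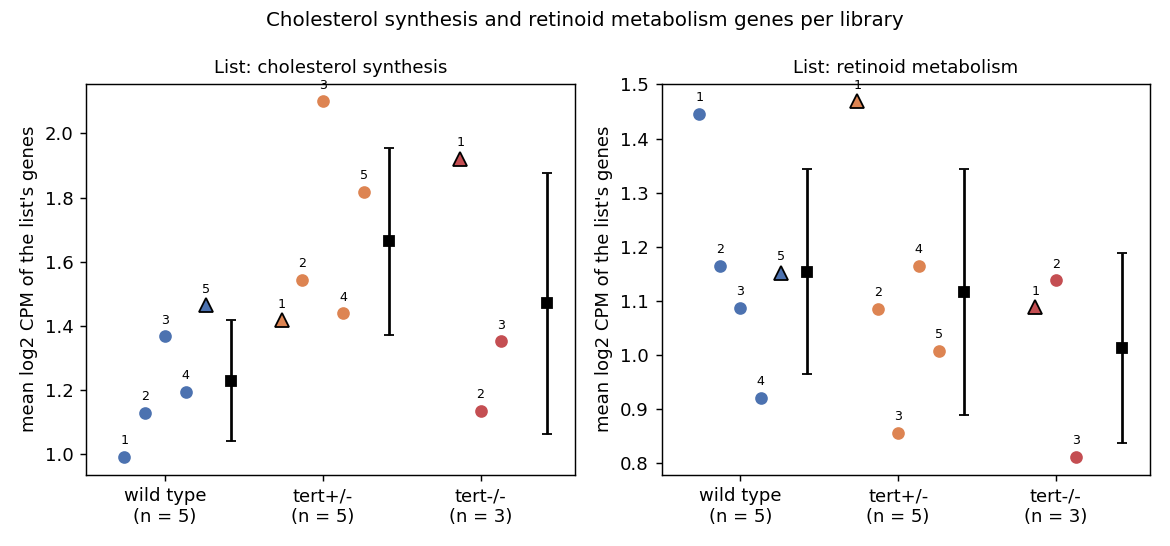
Mean log2 CPM of the cholesterol synthesis list (left) and the retinoid metabolism list (right) in each library, grouped by genotype. Numbers name the replicate, squares and bars are the mean and SD per genotype, and triangles mark the 3 libraries with testis transcripts. The cholesterol list averages 1.66 in tert+/- and 1.23 in wild type.

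Outside this list, the genes of smallest p with higher values in tert+/- were GALK2 (log2 fold change 1.89, SE 0.47), the ammonium transporter gene RHCG (4.34, SE 1.11), kctd12b (1.54, SE 0.39) and the myoblast fusion gene MYMK (1.82, SE 0.51). RHCG was at 1.66 ± 1.8 CPM in tert+/- and 0.0863 ± 0.0596 CPM in wild type (SD, n = 5 each). Those with lower values were the autophagy gene ATG2A (−1.02, SE 0.27), the succinic semialdehyde dehydrogenase gene ALDH5A1 (−0.80, SE 0.21), HIC2 (−0.85, SE 0.23), the exocyst gene EXOC5 (−0.63, SE 0.18) and slc6a16b (−0.95, SE 0.26). None of them passed adjustment. By edgeR 0 of 19407 genes were called in tert+/- against wild type, 557 had an unadjusted p under 0.05 (225 higher and 332 lower) and the lowest adjusted p was 1. DESeq2 and limma-voom called 0. Without the 3 libraries edgeR called 0, with 1610 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.552. DESeq2 without them called 39 genes (23 higher and 16 lower), among them the lipase gene LIPG (2.11, adjusted p = 0.00192), ldlrb (1.70, 0.00255), the slow myosin gene myh7bb (−1.18, 0.00255), NRIP1 (−1.07, 0.00794) and the carotenoid cleaving enzyme gene BCO2 (ENSDARG00000055722; −1.02, 0.0330). LIPG, myh7bb and BCO2 were chosen after their values were seen. On simulated counts of this comparison, DESeq2 without the 3 libraries called 48 unchanged genes.

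Further lists were higher in tert+/- than in wild type. Interferon response genes were positive in 36 of 40 members (median 0.61, camera adjusted p = 0.00246, and adjusted p = 0.964 with an estimated correlation), among them the immunoproteasome gene PSMB10 at 4.56 ± 0.881 CPM in tert+/- and 3.00 ± 0.441 CPM in wild type (SD, n = 5 each). The other member of smallest p, mxb, was at 2.98 ± 4.09 CPM against 0.907 ± 0.295 CPM, with overlap between the groups. The mean log2 CPM of this list was 1.36 ± 1.05 against 1.13 ± 0.471 (exact permutation p = 0.675). Cell cycle genes were positive in 41 of 45 members (median 0.59, adjusted p = 7.74e-06), immediate early genes in 30 of 45 (0.00809), kidney and interrenal genes in 18 of 25 (0.0148), testis and germ line genes in 20 of 24 (0.0207), skin and keratinocyte genes in 31 of 39 (0.0467) and DNA damage response and repair genes in 37 of 47 (0.0467). With an estimated correlation these lists had adjusted p = 0.964. Neutrophil genes were positive in 9 of 12 members (adjusted p = 0.0182, and adjusted p = 0.651 with an estimated correlation). Lower were genes of fibroblasts and tenocytes, negative in 27 of 29 members (median −0.33, adjusted p = 9.12e-07, and adjusted p = 0.964 with an estimated correlation), with the mesenchymal transcription factor genes twist1b (log2 fold change −0.79, SE 0.25) and PRRX1 (ENSDARG00000042027; −1.09, SE 0.36) of smallest p. Extracellular matrix genes were negative in 48 of 62 members (adjusted p = 1.67e-04) and fast muscle fibre genes in 30 of 33 (1.03e-04). With an estimated correlation both had adjusted p = 0.964. Bone and cartilage genes were negative in 21 of 29 members and retinoic acid receptor genes in 16 of 16 (median −0.28). Both had adjusted p = 1.03e-04, and adjusted p = 0.651 with an estimated correlation. The lower values of the receptor genes in both mutant genotypes were measured against the same 5 wild types. Over the lists of this paragraph, exact permutation tests of the mean level gave unadjusted p from 0.0556 (neutrophil) to 0.690 (skin and keratinocyte).

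Camera called 14 of 40 lists in tert+/- against wild type (9 higher and 5 lower), and 0 with an estimated correlation. It called 17 without the 3 libraries, among them 12 of the 14 with the same direction. Fast muscle fibre (adjusted p = 0.364) and skin and keratinocyte (0.567) were no longer called. Among the 12 were cell cycle (camera adjusted p = 3.52e-16) and testis and germ line (7.25e-04). The testis list still held 0.00557% of counts in tert+/- replicate 5, 0.00354% in tert+/- replicate 4 and 0.00280% in wild type replicate 1. Its median over the 10 libraries left was 0.00118%. This setting therefore does not free the comparison of testis transcripts. The lists not called included retinoid metabolism with 19 of 48 members positive (adjusted p = 0.623), phototransduction with 11 of 18 positive (0.964), sex steroid metabolism with 18 of 33 positive (0.433) and telomere maintenance with 18 of 28 positive (0.0514). The retinoid genes of smallest p were the retinol dehydrogenase gene rdh12l (log2 fold change 0.64, SE 0.34) and CYP27C1 (−0.64, SE 0.35), whose enzyme desaturates retinol. The other 22 lists not called had adjusted p up to 0.796. No list member passed adjusted over the list alone.

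In tert-/- against tert+/-, which asks what the second copy adds, skin and ribosomal protein genes had lower values in tert-/-. Skin and keratinocyte genes were negative in 36 of 39 members (median −1.05, camera adjusted p = 4.15e-13), led by anxa1c at 0.390 ± 0.144 CPM in tert-/- (SD, n = 3) and 3.40 ± 4.49 CPM in tert+/- (SD, n = 5), and cytosolic ribosomal protein genes in 85 of 85 (median −0.30, 5.59e-16). With an estimated correlation each list called in this comparison had adjusted p = 0.995. The exact permutation p of the mean level was 0.286 for skin and 0.429 for ribosomal proteins. The ribosomal list was not called without the 3 libraries (adjusted p = 0.186). The cholesterol synthesis list was lower in tert-/- (19 of 30 members negative, adjusted p = 0.0223), led by HSD17B7 (log2 fold change −1.07, SE 0.41) and SQLE (−1.29, SE 0.53). The cholesterol call was lost without wild type replicate 5 (adjusted p = 0.0776), tert+/- replicate 3 (0.461), tert+/- replicate 5 (0.146), tert-/- replicate 2 (0.675) or tert-/- replicate 3 (0.123). DNA damage response and repair genes were positive in 44 of 47 members (adjusted p = 2.15e-05), cell cycle genes in 43 of 45 (0.00329) and exocrine pancreas and gut genes in 19 of 23 (0.0114).

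Lower in tert-/- than in tert+/- were also endothelial and mural genes (30 of 36 members, adjusted p = 4.44e-05), liver (34 of 39, 1.80e-04), immediate early genes (33 of 45, 8.96e-04), macrophage and monocyte (30 of 37, 0.0113), mitochondrially encoded genes (13 of 13, 0.0146), proteasome (37 of 45, 0.0150), oxidative phosphorylation (71 of 94, 0.0168), senescence and secretory factors (24 of 36, 0.0223), circadian clock (29 of 41, 0.025) and ubiquitin ligases, autophagy and atrophy genes (33 of 46, 0.0493). Camera called 16 of 40 lists (3 higher and 13 lower), and 0 with an estimated correlation. Without tert+/- replicate 4 or without tert+/- replicate 5 it called 10. It called 11 without the 3 libraries, and 3 of the 16 were called again in the same direction, namely skin and keratinocyte (adjusted p = 1.32e-07), liver (1.32e-07) and cholesterol synthesis (1.43e-08). Cell cycle, exocrine pancreas and gut, mitochondrially encoded genes and oxidative phosphorylation were called in the opposite direction, with adjusted p from 0.00241 to 0.0288. The remaining ones were not called, with adjusted p from 0.0620 to 0.810. Retinoid metabolism was not called (16 of 48 members positive, adjusted p = 0.245), nor were sex steroid metabolism (17 of 33 positive, 0.984), phototransduction (8 of 18, 0.431) and telomere maintenance (15 of 28, 0.984). The other 20 lists not called had adjusted p from 0.193.

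The genes of smallest p in tert-/- against tert+/- included kctd12b, which codes for a partner of the GABA-B receptor, at 0.9753 ± 0.611 CPM in tert-/- (SD, n = 3) and 3.998 ± 1.82 CPM in tert+/- (SD, n = 5), a log2 fold change of −2.04 (SE 0.48). Lower values were also seen for the endothelial adhesion gene SELE (−1.37, SE 0.41), zbtb16b (−1.73, SE 0.54), SMAD7 (−0.75, SE 0.23), an inhibitor of TGF-beta signalling, and s100w (−1.83, SE 0.59). Higher values were seen for the exchange factor gene MCF2L (1.34, SE 0.38), cspg5b (1.24, SE 0.41), zmat1 (1.02, SE 0.34), EXOC5 (0.57, SE 0.20) and hsd3b1 (3.46, SE 1.1), a steroid synthesis gene. The value of hsd3b1 was 0.05 without the 3 libraries, and that of MCF2L was 0.70. The retinoid genes of smallest p were RBP2 (ENSDARG00000093774; −1.86, SE 0.89) and CYP26A1 (1.17, SE 0.77; 0.21 without the 3 libraries). By edgeR 0 of 19407 genes were called, 284 had an unadjusted p under 0.05 (127 higher and 157 lower) and the lowest adjusted p was 1. DESeq2 called 1, again nlrc8, and limma-voom 0. Without the 3 libraries, edgeR and DESeq2 called 0, with 464 and 723 genes at an unadjusted p under 0.05. No list member passed adjusted over the list alone.

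As a trend over 0, 1 and 2 mutant alleles, TERT had a log2 fold change of −0.34 per allele (SE 0.18), and edgeR called 0 of 19407 genes. An unadjusted p under 0.05 was found for 617 genes (274 higher and 343 lower), and the lowest adjusted p was 0.981. DESeq2 and limma-voom called 0. Without the 3 libraries edgeR called 0, with 854 genes at an unadjusted p under 0.05, and DESeq2 called 1, SLC38A3, with −0.51 per allele (adjusted p = 0.0476). SLC38A3 was also the gene of smallest p with lower values in tert-/- against wild type.

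The changes of both mutant genotypes against wild type were correlated across genes, with r = 0.592 over 19407 genes, which are not independent replicates. Unchanged groups simulated against the same 5 wild types gave a mean r of 0.442 (0.423 to 0.465 over 100 simulations). The value of r was 0.426 without the 3 libraries, inside the simulated range of 0.392 to 0.430. The covariance was 0.132, and the simulated one 0.185, a difference of −0.05. With the wild types split 2 against 3, so that no library was shared, the median r over 10 splits was −0.03 (−0.30 to 0.09). The splits varied more than the simulations did, so an r above the simulated range does not show a shared change. The overlap of called genes could not be set against chance, since neither comparison called a gene.

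Library composition was compared between genotypes with exact permutation tests. Mitochondrially encoded genes held 8.99% ± 3.66 of counts in wild type (SD, n = 5), 11.4% ± 3.90 in tert+/- (SD, n = 5) and 9.77% ± 2.67 in tert-/- (SD, n = 3). The 10 most counted genes held 42.4% ± 1.51, 39.5% ± 3.70 and 39.0% ± 5.09 in the same order and groups. Haemoglobin genes held 0.0152% ± 0.00295, 0.0141% ± 0.00452 and 0.0147% ± 0.00582, and 22315 ± 281, 22733 ± 891 and 23247 ± 1710 genes were detected. Over these and the total counts, 15 exact permutation tests gave an adjusted p of 0.929 each. With 3 against 5 or 5 against 5 samples no lone result among 15 tests is able to pass this adjustment, so these values show no more than the levels.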

Values the study reported

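For brain, the paper reported retinoids as significant reporter metabolites in tert+/- (p = 0.045), and only marginal evidence for them in tert-/- (p = 0.084). For skin of tert-/-, it gave p = 0.017 for retinoids and p = 0.017 for androsterone. These values come from reporter metabolite analysis of other tissues and are not comparable with the gene lists tested here in muscle. For brain the paper also reported enriched gene sets of retinoid metabolism, eye development and light sensing. It analysed muscle as well, for which no value is given here.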

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

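Among the tests of this part, the share of testis genes above the other libraries and the spread of the testis list within a genotype were chosen only after the result was seen. A library was singled out where its gap to the nearest library of its genotype took most of the range of that genotype, which chance gives in about 1 of 20 groups. Of 38 values tested in this way, 10 stood out, and all 10 came from wild type replicate 5 or tert+/- replicate 1. Genotypes of 3 libraries were not tested, so tert-/- replicate 1 was not eligible.

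In wild type replicate 5 the total was 10.6 (M, nearest wild type 34.9), the first principal component 133.92 (nearest −25.47), the TMM factor 1.07 (nearest 0.879) and the mean log2 CPM of liver genes 2.46 (nearest 1.37). In tert+/- replicate 1 the first principal component was 166.3 (nearest −8.13) and the TMM factor 2.03 (nearest 0.922). Its mean log2 CPM was 8.82 for fast muscle fibre genes (nearest 10.79), 3.75 for cell cycle genes (nearest 1.37) and 5.30 for nuclear genes of oxidative phosphorylation (nearest 6.93). Mitochondrially encoded genes held 18.3% of its counts (95% Wilson interval 18.2% to 18.3%), with 10.7% in the nearest tert+/- library.

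The pattern weighed here is the testis transcripts of wild type replicate 5, tert+/- replicate 1 and tert-/- replicate 1. A candidate explanation, prompted by the same genes and so not tested independently, is RNA of testis in the muscle sample, and 100% of the tested testis list members lay above all other libraries in all 3, markers of germ cells and of somatic testis cells alike. The tables argue against another tissue in place of muscle, since the lowest share of fast muscle fibre genes in the 3 libraries was still 58.8% of the median of the other 10. They argue against library depth, since the gap in the mean of the testis list was 3.19 log2 units when all libraries were thinned to the lowest total, and against genotype, since each genotype held 1 such library and the smallest span within a genotype was 6.58 log2 units. The source of these transcripts stays open. On plain CPM, where 32.2% of tested genes lay above in all 3, so did 11 of 25 kidney and interrenal, 3 of 39 liver and 2 of 23 exocrine pancreas and gut genes, and with TMM factors, where 17.3% did, 9, 2 and 2.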

How the results depend on the processing

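Leaving out the 3 libraries with testis transcripts, alone or with DESeq2 or an estimated correlation, the testis list level as a covariate and RPKM from each library's own total were chosen after the data were seen, and the other settings were planned. Of 135 alternatives to a count of genes, 115 of them planned, 130 gave 0, as did each setting that left out 1 library. DESeq2 called 1 gene in tert-/- against wild type and 1 in tert-/- against tert+/-, nlrc8 in both. Deposited RPKM with no filter gave 78 genes in tert-/- against wild type, all higher, at 2621 with an unadjusted p under 0.05. Without the 3 libraries DESeq2 called 39 genes in tert+/- against wild type and 1 in the trend. With RPKM from each library's own total, no gene was called, with or without the filter. The 78 calls thus came only with the deposited values, whose scaling is treated under the other observations. For the DESeq2 calls the cause was not tested.

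For tert, deposited RPKM reversed the sign in tert-/- against wild type, with 0.22, 0.29 and 0.17 at pseudocounts of 0.5, 0.1 and 1 and 0.22 with no filter, and in the trend, with 0.13, 0.17, 0.0989 and 0.13. RPKM from each library's own total reversed neither sign. The value near 0 in tert+/- against wild type was −0.0011 without the 3 libraries. Leaving out 1 library gave −1.25 to −0.41 in tert-/- against wild type, −1.26 to −0.47 in tert-/- against tert+/- and −0.46 to −0.15 in the trend. It gave −0.069 to 0.21 in tert+/- against wild type, with negative values without tert+/- replicate 1 (−0.06) and wild type replicates 2 (−0.069), 3 (−0.04) and 4 (−0.02).

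Counts of gene lists fell to 0, 0 and 0 with an estimated correlation, and to 0, 0 and 0 with it and without the 3 libraries, because camera then takes the correlation measured among the members of each list. Leaving out 1 library gave 14 to 27 lists in tert-/- against wild type, 12 to 20 in tert+/- against wild type and 10 to 23 in tert-/- against tert+/-. For the changes shared by both mutant genotypes, the covariance less the simulated one was −0.00373 without the 3 libraries (0.0937 against 0.0974). With the wild types split, the median covariance itself was −0.0105. Composition differences changed sign without the 3 libraries for the mitochondrial share (−0.528 in tert+/- against wild type, 1.02 in tert-/- against tert+/-), the 10 most counted genes (0.792), the total (−0.207, M) and genes detected (−79.5). None of these had been called. No paired analysis was possible because the labels give no replicate numbers that pair the samples. The planned test by the chromosome of tert was not run because no annotation with gene positions was used here. At the depth of tert-/- replicates 1 to 3, a count of 0 allows up to 0.103, 0.0686 and 0.0680 CPM.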

Other observations

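Wild type replicate 5 differed from the other libraries also in small structural RNAs. The signal recognition particle RNA rn7sl1 was at 4823 CPM there and 732 CPM in tert+/- replicate 1, with 0.343 CPM in tert-/- replicate 1 and 1.61 to 346.9 CPM in the other 10. The RNA rn7sk, which holds back transcription elongation, was at 577, 60.4 and 3.54 CPM in the same libraries, with at most 43.5 CPM elsewhere. The RNA components of RNase MRP and RNase P, rmrp and rpph1, were at 123 and 115 CPM in wild type replicate 5. These RNAs did not follow the testis genes, since tert-/- replicate 1 had the highest share of the testis list and little of these RNAs.

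Of the 10 genes with the largest gap in plain CPM between the 3 libraries with testis transcripts and the others, 6 are given here, chosen after their values were seen. The tubulin gene tuba7l was at 213, 516 and 652 CPM in wild type replicate 5, tert+/- replicate 1 and tert-/- replicate 1, with at most 13.9 CPM elsewhere, and the axonemal dynein gene dnah5l at 136, 407 and 627 CPM (at most 9.98). The chaperone genes HSP90AB1 and HSPA8 were at 611, 1420 and 1502 CPM (at most 417) and at 598, 717 and 973 CPM (at most 417). The chromatin gene hmgb2b was at 153, 169 and 171 CPM (at most 24.6) and the brain creatine kinase gene CKB at 157, 398 and 429.5 CPM (at most 34.6).

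Among the tests below, both tests of the RPKM values and the test of testis RNA on cholesterol genes were chosen only after the result was seen. Whether other splits of the same samples gave as many calls was tested for each comparison. For genes the real counts by edgeR were 0, with 496, 557, 284 and 617 genes at an unadjusted p under 0.05 and 1, 0, 1 and 0 called by DESeq2. With a real count of 0 every split gives as many by construction, so these counts say nothing about chance. As many were called in 56 of 56 splits in tert-/- against wild type (highest other 0), 100 of 100 in tert+/- against wild type (1), 56 of 56 in tert-/- against tert+/- (1135) and 80 of 80 for the trend (2595). Over 100 genes were called in 1 split of tert-/- against tert+/- and 3 of the trend. Each had at least 2 of the 3 libraries with testis transcripts together. Such libraries were together in 26 of 55 other splits of tert-/- against tert+/- and 61 of 79 of the trend. Whether the splits with many calls exceed this share was not tested. Most splits with such libraries together called 0 genes by edgeR, and 0 of 26, 1 of 45, 2 of 26 and 3 of 61 called any in the order above. For gene lists, chance was not excluded, with as many lists in 29 of 56 splits (real 19, highest other 28), 70 of 100 (real 14, highest other 28) and 48 of 56 (real 16, highest other 31). Unlike the real grouping, 26 of 55, 45 of 99 and 26 of 55 other splits had 2 or more libraries with testis transcripts together. The share among the remaining splits was not tested.

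For the higher cholesterol synthesis genes in tert+/-, a hypothesis, chance was not excluded, since 5 of 100 splits gave a camera p as small for this list (real 1.85e-09, lowest other 7.31e-12). This list had the lowest p of all lists in the real split, and 95 of 100 splits had some list with a p as low. By camera at the preset correlation, the highest adjusted p was 2.76e-04 when each of the 10 libraries was left out. Splits also gave list p-values as low, so this says only that the call did not depend on a single library. The same holds for the call without the 3 libraries with testis transcripts (adjusted p = 8.71e-10). The testis list was itself still higher in tert+/- without them (adjusted p = 7.25e-04), and with its level as a covariate over all libraries the cholesterol list had adjusted p = 7.90e-08. With an estimated correlation the list was called neither with all libraries (adjusted p = 0.651) nor without the 3 (0.440), and genotype, untested, and chance stay open.

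The deposited RPKM values differed from what the deposited counts give. With each library's own total, the lowest CV of the implied gene length was 44.3%, which argues against rounding. With the library totals applied in turn down the list of genes, the highest CV was 0.0541%, so a candidate explanation is that the totals were recycled over genes in place of samples. The main tests used the counts, and the RPKM values served only in alternatives.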
